A study of Mus musculus with 15 samples. Its data were reported in "GATA transcription factors drive initial Xist upregulation after fertilization through direct activation of long-range enhancers" (2023).

How the data were processed

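Total RNA from differentiating TX1072 XO mouse embryonic stem cells was profiled at 5 time points, day 0 to day 4, with 3 libraries each. Per the labels and the study's methods, ribosomal RNA was depleted, stranded libraries were read paired-end, and reads were aligned with STAR 2.7.5a to mouse genome build mm10 and filtered with SAMtools 1.10 for properly paired reads with a mapping quality of at least 7. Reads were counted over exons of the GENCODE M25 annotation with featureCounts, strand by strand. The deposited unit is TPM: the authors divided the count of each gene by its exonic length and scaled every library to 1000000, and no further scaling between libraries was found in the values. The table held 55402 genes, of which 17925 had a TPM of 0 in every library. All 15 libraries entered the analysis, grouped by the day that the labels give.

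Read numbers were worked out from TPM and exonic length. The study counted in paired-end mode, so a read here stands for a read pair. Lengths, coordinates and biotypes came from GENCODE M21 for the 54349 genes with the same gene version there, and the 1053 genes without one (up to 7.29% of the TPM of a library) have no coordinates or reads here. Low read numbers came out whole within 0.01 reads in 100% of cases. The reads recovered per library, in units of 1000000, were 40.8, 32.2 and 30.4 at day 0, 35.1, 37.0 and 32.7 at day 1, 35.2, 34.7 and 41.1 at day 2, 32.6, 14.1 and 27.0 at day 3, and 25.9, 36.7 and 23.0 at day 4. In a gene with 1 kb of exon, 1 read stood for 0.0612 to 0.197 TPM. Between 14265 and 16101 genes reached 1 TPM in a library. Mitochondrially encoded genes took 2.31% to 9.04% of the TPM of a library and small non-coding RNAs 5.32% to 14.7%. Every pair of replicates of a day differed by more than counting error (chi-square per degree of freedom 14.8 to 85.1 over the pairs), so none of these pairs is a single library deposited under 2 labels. This does not tell separate cultures from separate libraries of 1 culture.

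Genes with at least 1 TPM in at least 3 of the 15 libraries were tested, 18003 in all, while 19474 genes with some TPM lay below this filter. A linear model with day as a factor was fitted to log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend. Each of days 1 to 4 was compared with day 0, and each of days 2 to 4 with the day before. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over the genes of a comparison. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Change over the whole course was tested with the moderated F statistic and a range of day means of at least 1. Transient genes were those called in the same direction against both day 0 and day 4 on a day in between. Xist, Jpx, Gata1, Gata4, Gata5, Gata6, Esx1 and Rhox10 lay below the filter, so the limma value of Xist comes from a fit of all 37477 genes with any TPM. A family of 17 genes, a selection of the Xist regulators, GATA factors and screen hits that the study names, was tested over days by a permutation test (100000 resamples, seed 11) on the F statistic of log2(TPM + 1), with Benjamini-Hochberg adjustment over the 17 genes. The smallest unadjusted p such a test can give is 1e-05.

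Gene lists were tested with camera at its preset correlation of 0.01 and a Benjamini-Hochberg adjustment over the 28 of 31 lists with at least 5 tested members. The estimated correlation was an alternative. A list member below 1 TPM in all day 0 libraries was tested only if it reached 1 TPM later. In lists with members below the filter, counts of higher members are therefore partly set by the filter. The lists were naive pluripotency, core pluripotency, formative and primed pluripotency, primitive streak, neuroectoderm, mesoderm, primitive endoderm, trophoblast, fibroblast, 2-cell-like, germline, ERK pathway targets, Wnt pathway targets, LIF and STAT3 targets, DNA methylation enzymes, Xist locus and regulators, GATA family, Hox genes, epithelial, mesenchymal, glycolysis, oxidative phosphorylation, cholesterol synthesis, p53 targets, cell cycle, control genes, mitochondrially encoded, histone genes, small non-coding RNAs, ribosomal proteins and X-linked genes. Some genes are in more than 1 list, and Aldoa has more than 1 tested entry. The histone list was built from older symbols and therefore holds 9 genes, 7 of them tested, of 112 histone genes in the table. Cnbp2 and Linx of the Xist list were not found under these symbols.

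Design, lists, alternatives and the rule for naming genes were fixed before the data were examined. The text names 22 genes chosen from those the study discusses and the 10 largest rises and falls of each day against day 0 among called genes, given a mean of at least 5 TPM in the higher group, no overlap of libraries and a symbol that is not provisional. It also names the 5 largest rises and falls of each later step, up to 2 called members per direction of each list, and the 10 most strongly transient genes per direction. Genes were left out for length. None was added apart from list members named only to describe the lists or the effect of the filter.

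The procedure was tested on simulated data drawn from the real means and depths with 200 changed genes. All simulated genes had the same spread between libraries (dispersion 0.0113). Recovery and false calls were therefore not tested for genes with a wider spread. For day 4 against day 0, over 16688 genes, all 67 genes changed 4-fold and all 66 changed 8-fold were recovered, 33 of 67 changed 2-fold, and 5 unchanged genes were called. Of 67 genes changed 2-fold, 16 were recovered for day 2 against day 1, 3 as transiently higher and 11 as transiently lower. Alternatives were a pseudocount of 0.1, no filter, median-ratio scaling of the TPM columns, TPM rescaled without 230 mitochondrial, histone and small non-coding genes, replicate number as a block, no mean-variance trend, a fit of the compared days alone, and leaving out each library in turn. An analysis with voom weights on the recovered reads was added after seeing the data. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and in R with data.table (version 1.17.8), and plots drawn with matplotlib 3.10.9. The time course of XX cells, the screens and the chromatin profiles of the study are not analysed here.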

Results

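The series followed mouse embryonic stem cells with a single X chromosome (XO) as they left self-renewal and differentiated. RNA from day 0, the undifferentiated culture, and from days 1, 2, 3 and 4 of differentiation was sequenced without selection for polyadenylated transcripts, with 3 libraries per day and 15 in all. Expression was given as TPM, the number of transcripts of a gene per 1000000 transcripts, for 55402 genes, of which 18003 passed the filter on low values. The reads assigned to genes numbered 14091713 in the smallest library (day 3, replicate 2) and 41100840 in the largest (day 2, replicate 3), with a median of 32706087. Values are written as the mean ± SD of the 3 libraries of a day (n = 3), in TPM. Positions refer to mouse build GRCm38 (mm10). Fold changes (log2) compare TPM + 1 and therefore understate changes of genes with low levels. Because the study calls the replicates biological, p-values here measure the spread between these 3 samples per day.

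The levels of Xist and of the genes that the study names as its possible activators were examined first. Xist, the RNA that coats and silences the X chromosome (ENSMUSG00000086503.4, chromosome X, 103460366 to 103483254, long non-coding RNA), stayed below 1 TPM throughout. Its level was 0.0155 ± 0.00544 TPM at day 0, 0.212 ± 0.0683 at day 1, 0.460 ± 0.0434 at day 2, 0.118 ± 0.0282 at day 3 and 0.0757 ± 0.0251 at day 4. These levels rest on 12, 146, 341, 57 and 40 reads over the 3 libraries of each day. Xist changed over the 5 days by a permutation test within a family of 17 genes chosen from those that the study names (adjusted p = 1.02e-04). At day 4 against day 0 the log2 fold change was 0.08 (limma without the filter on low values, adjusted p = 0.19). At day 2 against day 0 it was 0.52 with adjusted p = 1.96e-06. No library exceeded 0.504 TPM, so a log2 change of 1 in TPM + 1 was out of reach for Xist and the absence of a call says nothing about its change. Mean TPM was 29.7 times as high on day 2 and 4.88 times as high on day 4 as on day 0, which rests on 12 reads. Its antisense repressor Tsix (ENSMUSG00000085715.2, chromosome X, 103431517 to 103484957) was measured at 4.72 ± 0.335 TPM on day 0, 7.21 ± 1.09 on day 1 and 2.71 ± 0.263 on day 4, and passed the test over days (adjusted p = 0.0108). Counting was strand-specific, so that the overlapping Xist and Tsix transcripts were counted apart.

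Several genes around Xist were higher after day 0. Ftx, a non-coding gene in the Xist activating region (ENSMUSG00000086370.9, chromosome X, 103560907 to 103623790), rose from 1.58 ± 0.0729 to 8.88 ± 0.944 TPM at day 2 and 10.9 ± 2.38 at day 4 (log2 fold change 2.19, adjusted p = 2.82e-08). Rlim, which encodes an E3 ubiquitin ligase that promotes Xist expression (ENSMUSG00000056537.11, chromosome X, 103957163 to 103981284), rose from 62.4 ± 6.57 to 219 ± 33.7 TPM at day 3 and 180.2 ± 3.16 at day 4. The non-coding gene Jpx went from 0.0154 ± 0.0135 TPM at day 0 to 0.707 ± 0.0846 at day 4 and changed over days (adjusted p = 8.5e-05). Xert was listed at 0 TPM in all day 0 libraries and at 6.03 ± 0.277 TPM at day 4, with a log2 fold change of 2.81. Tsx measured 7.95 ± 2.28 TPM at day 0, 16.4 ± 0.817 at day 1 and 15.7 ± 2.75 at day 2, and fell to 1.04 ± 0.374 at day 4. As a list, the Xist locus and its regulators had 1 of 10 tested members higher and 0 lower at day 1 (adjusted p = 0.00317, and adjusted p = 0.189 with an estimated correlation). It had 5 of 10 tested members higher and 0 lower at day 2 (adjusted p = 0.00276, and adjusted p = 0.207 with an estimated correlation). At day 3 the count was 5 of 10 tested members higher and 0 lower (adjusted p = 0.0273, and adjusted p = 0.382 with an estimated correlation). At day 4 it was 6 of 10 tested members higher and 1 lower, and the list was not called (adjusted p = 0.0702). It was called there without the filter (0.00354), with median-ratio scaling (0.0446) and without day 4 replicate 2 (0.0451).

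GATA transcription factors were low in these cells after day 0. Of the GATA family list 2 members passed the filter, with 1 higher and 1 lower at day 1 and 0 higher and 1 lower at day 4. Gata2 (ENSMUSG00000015053.14, chromosome 6, 88193891 to 88207032) was the only GATA gene with a mean above 2 TPM on any day, at 10.5 ± 6.07 TPM on day 0 with a spread from 3.67 to 15.2 between libraries. It fell to 0.0780 ± 0.0315 TPM at day 1 and was at 0.135 ± 0.124 TPM on day 4 (log2 fold change -3.16, adjusted p = 1.23e-06), with a day 4 mean of 0.0639 TPM without replicate 3. Gata3 (ENSMUSG00000015619.10, chromosome 2, 9857078 to 9890034) rose from 0.113 ± 0.0380 TPM to 1.67 ± 0.365 at day 1 and measured 0.182 ± 0.0785 at day 2. Gata1 did not exceed 0.485 TPM in any library. The mean of Gata4 was highest on day 3, at 0.808 ± 0.247 TPM, as was that of Gata5, at 0.401 ± 0.263 TPM. Gata6 reached 0.718 ± 0.918 TPM on day 4, with 1.78 TPM in replicate 1 and a mean of 0.189 TPM without it. By the permutation test over days, Gata1 (adjusted p = 0.436) and Gata6 (adjusted p = 0.156) did not pass, while the other 15 of the 17 genes did. A single library decided 2 of these outcomes: without day 4 replicate 3 the adjusted p of Gata6 was 0.00597, and without day 1 replicate 1 that of Gata4 was 0.0543. With the replicate number as a block Esx1 was lost as well (adjusted p = 0.0514), and 14 of the 17 genes passed.

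Among the hits of the study's activation screen, Nup62cl (ENSMUSG00000072944.11, chromosome X, 140006805 to 140062712) was well expressed at the start. It measured 76.2 ± 0.818 TPM at day 0 and 124 ± 12.1 at day 1, and then fell to 32.2 ± 3.28 at day 2 and 16.3 ± 1.29 at day 4 (log2 fold change -2.16, adjusted p = 4.08e-10). Cdx4, a homeobox gene next to the Xist locus (ENSMUSG00000031326.2, chromosome X, 103321398 to 103330592), rose from 0.311 ± 0.162 to 5.17 ± 0.671 TPM at day 1, measured 1.08 ± 0.269 at day 2 and was again higher at day 4, at 3.73 ± 1.12. With a pseudocount of 0.1 the differences of Cdx4 from day 0 at day 2 and day 3 were also called (log2 fold change 1.58 and 1.67). Esx1 was at 0.615 ± 0.119 TPM on day 0 and 0.160 ± 0.0864 on day 4. Of the screen's repressors, Dusp9, a phosphatase that restrains ERK signalling (ENSMUSG00000031383.8, chromosome X, 73639419 to 73643514), rose from 40.9 ± 4.89 to 292 ± 55.7 TPM at day 2 (log2 fold change 2.79). Rps6ka6, an ERK-pathway kinase (ENSMUSG00000025665.16, chromosome X, 111388192 to 111537959), rose from 46.9 ± 1.19 to 123 ± 18.8 TPM at day 3. Its rise to 106 ± 14.9 TPM at day 2 was not called with median-ratio scaling (log2 fold change 0.98). Rhox10 stayed at or below 0.875 TPM and had 0 reads in the day 4 libraries.

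**Figure D1:**
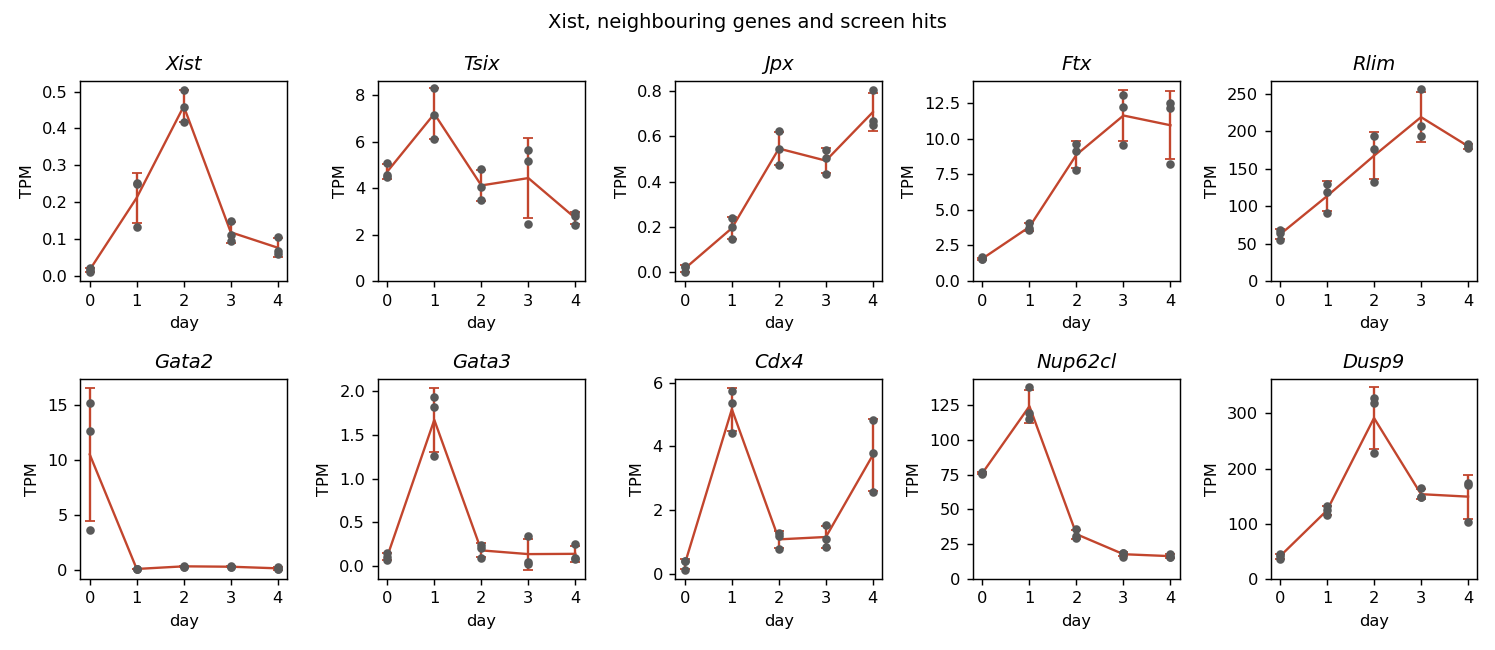
TPM of Xist, 4 genes that neighbour or regulate it and 5 GATA factors or screen hits against day of differentiation; points are the 3 libraries of a day, lines join the day means and bars give 1 SD. Xist has its highest mean, 0.460 TPM, on day 2, and Gata2 its highest on day 0.

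Across the whole transcriptome the libraries grouped by day. The first principal component of the tested genes carried 52.6% of the variance and ordered the days from 0 to 4, while the second carried 20.5% and set days 1 and 2 apart from days 0 and 4. Correlations between libraries of the same day ranged from 0.973 to 0.990, and those between libraries of different days from 0.854 to 0.969. Over the 5 days 7697 of 18003 genes changed (limma F test). The highest mean lay on day 0 for 1346 of them, on day 1 for 1394 and on day 2 for 664. It lay on day 3 for 1001 and on day 4 for 3292.

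**Figure D2:**
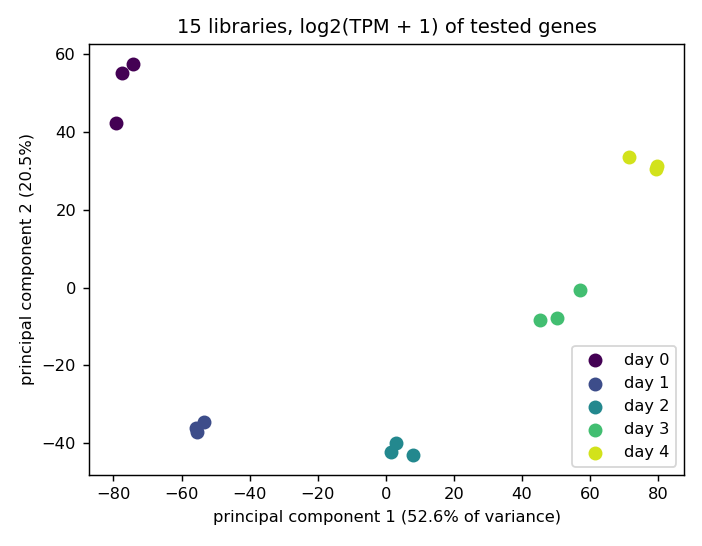
First and second principal components of log2(TPM + 1) for the 15 libraries, coloured by day. Libraries of a day lie together, and the first component, with 52.6% of the variance, runs from day 0 to day 4.

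The comparison of day 1 with day 0 asked which genes respond first. Per the study's methods, its stem cell lines were differentiated by withdrawing LIF alone or LIF together with inhibitors of Gsk3 and MEK. Which of these applied to the XO line is not stated there. Responses to the withdrawal itself and to differentiation were not told apart here. Targets of ERK signalling were among the largest rises: Etv4, an ETS transcription factor (ENSMUSG00000017724.14, chromosome 11, 101769742 to 101785371), went from 4.92 ± 2.44 to 155 ± 24.1 TPM. Dusp6, a feedback phosphatase of ERK (ENSMUSG00000019960.8, chromosome 10, 99263231 to 99267489), rose from 6.38 ± 1.42 to 194 ± 20.8 TPM. Dnmt3l, the cofactor of the de novo DNA methyltransferases (ENSMUSG00000000730.13, chromosome 10, 78041947 to 78063622), rose from 47.4 ± 4.17 to 1230.4 ± 40.5 TPM (log2 fold change 4.67, adjusted p = 1.17e-11). Otx2, a transcription factor of the formative state (ENSMUSG00000021848.16, chromosome 14, 48657677 to 48673819), rose from 1.81 ± 0.607 to 60.2 ± 0.943 TPM, and the epithelial regulator Grhl2 from 1.27 ± 0.298 to 58.1 ± 2.19 TPM. Genes nearly silent at day 0 also rose, among them Car4, a membrane-bound carbonic anhydrase (ENSMUSG00000000805.18, chromosome 11, 84957786 to 84966044), to 42.2 ± 1.46 TPM. Enpp2, which encodes autotaxin, rose to 44.8 ± 6.01 TPM and Tmem54 to 22.9 ± 3.20 TPM. The Nodal inhibitors Lefty2 (ENSMUSG00000066652.5, chromosome 1, 180893108 to 180899103) and Lefty1 fell from 226 ± 22.3 to 1.84 ± 0.176 TPM and from 79.7 ± 15.1 to 1.73 ± 0.208 TPM. The homeobox gene Cdx1 fell from 86.9 ± 11.8 to 2.25 ± 0.790 TPM, and the connexin gene Gjb5 from 88.2 ± 11.5 to 2.43 ± 0.585 TPM. On the scale of log2(TPM + 1), the water channel gene Aqp3 had the largest fall, from 480.3 ± 332 to 3.13 ± 0.338 TPM. Its day 0 libraries lay between 109 and 749 TPM.

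At day 1 the naive pluripotency list, genes associated with the ground state, had 3 of 17 tested members higher and 11 lower, both as called over all genes and adjusted over the list alone (adjusted p = 2.93e-06, and adjusted p = 0.189 with an estimated correlation). Tbx3 fell from 61.6 ± 10.1 to 2.92 ± 0.369 TPM and Prdm14 from 54.2 ± 7.36 to 1.297 ± 0.173 TPM. Against this trend Gbx2 rose from 13.1 ± 4.62 to 63.4 ± 4.75 TPM and Nr0b1 from 115 ± 15.7 to 363 ± 42.9 TPM. Formative and primed genes had 9 of 11 tested members higher and 0 lower (adjusted p = 4.39e-08, and adjusted p = 0.189 with an estimated correlation). Dnmt3a, a de novo methyltransferase gene, rose from 9.76 ± 0.627 to 161 ± 6.70 TPM. Core pluripotency genes had 7 of 11 tested members higher and 0 lower (adjusted p = 7.33e-05, and adjusted p = 0.319 with an estimated correlation). Utf1 rose from 69.7 ± 25.8 to 406 ± 33.8 TPM. Pou5f1 was at 997 ± 139 TPM on day 0 and 1328 ± 68.9 on day 1. Targets of LIF and STAT3, the self-renewal pathway, had 1 of 10 tested members higher and 5 lower (adjusted p = 3.27e-04, and adjusted p = 0.189 with an estimated correlation). The feedback inhibitor gene Socs3 fell from 88.2 ± 7.87 to 5.33 ± 0.388 TPM. Wnt targets had 1 of 10 tested members higher and 5 lower (adjusted p = 3.62e-04, and adjusted p = 0.189 with an estimated correlation). Sp5 fell from 22.7 ± 8.13 to 0.0479 ± 0.0166 TPM and Lef1 rose from 3.92 ± 1.04 to 23.9 ± 2.29 TPM. ERK targets had 7 of 14 tested members higher and 1 lower (adjusted p = 0.00208, and adjusted p = 0.36 with an estimated correlation). DNA methylation enzymes had 3 of 9 tested members higher and 0 lower (adjusted p = 0.0109, and adjusted p = 0.46 with an estimated correlation). Germline genes had 9 of 15 tested members higher and 0 lower (adjusted p = 2.93e-06, and adjusted p = 0.189 with an estimated correlation). Mael, a piRNA-pathway gene, rose from 1.86 ± 0.551 to 12.3 ± 1.33 TPM. Primitive streak genes, with 0 of 10 tested members higher and 3 lower, were also called downwards (adjusted p = 0.00573, and adjusted p = 0.46 with an estimated correlation). Brachyury (T) fell from 38.9 ± 9.81 to 0.622 ± 0.100 TPM.

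In total 2248 genes were called at day 1 (limma, adjusted p under 0.05 and a log2 change of at least 1), 1292 higher and 956 lower. With median-ratio scaling 1152 genes were higher and 1144 lower, 50.2% higher against 57.5%. Over all tested genes, libraries of both days did not overlap for 52.1% (day 1) to 61.5% (day 4) in the comparisons with day 0, where chance gives 10%. The median of all tested genes shifted by 0.11 (log2), and list medians are given relative to the median of the comparison. Counts of called list members were the same adjusted over the list alone for every list and day, other than the mitochondrially encoded and small non-coding RNA lists. Of 28 lists, 15, 12, 10 and 11 were called at days 1, 2, 3 and 4. Of these calls, those of the naive pluripotency list at days 2, 3 and 4 held with an estimated correlation, and no other did.

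The comparison of day 2 with day 0 followed the exit from naive pluripotency. Tfcp2l1, a naive-state transcription factor (ENSMUSG00000026380.10, chromosome 1, 118627945 to 118685168), fell from 635 ± 88.4 to 5.78 ± 0.411 TPM (log2 fold change -6.54, adjusted p = 2.79e-13). Esrrb (ENSMUSG00000021255.17, chromosome 12, 86361117 to 86521628) fell from 297 ± 68.6 to 8.97 ± 0.921 TPM. Prdm14 (ENSMUSG00000042414.7, chromosome 1, 13113457 to 13127163) fell to 0.0927 ± 0.0343 TPM and Zfp42 (ENSMUSG00000051176.6, chromosome 8, 43295063 to 43306980) from 469 ± 49.5 to 76.2 ± 8.13 TPM. Nanog (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633) fell from 531 ± 59.2 to 15.5 ± 3.77 TPM, and Pou5f1 (ENSMUSG00000024406.16, chromosome 17, 35506018 to 35510772) measured 997 ± 180.3 TPM. The growth factor gene Fgf5, a marker of the formative epiblast (ENSMUSG00000029337.2, chromosome 5, 98254184 to 98277030), rose from 0.678 ± 0.304 to 64.8 ± 18.7 TPM and the POU factor gene Pou3f1 from 0.963 ± 0.165 to 85.9 ± 19.8 TPM. Gadd45g, a stress and differentiation gene (ENSMUSG00000021453.2, chromosome 13, 51846678 to 51848468), rose to 119 ± 18.5 TPM. The kinase gene Pim2 rose from 3.46 ± 0.828 to 345 ± 71.2 TPM and the secreted factor gene Cthrc1 from 0.774 ± 0.115 to 85.7 ± 7.71 TPM. Among the other large falls, Tcl1 went from 97.9 ± 28.0 to 1.05 ± 0.101 TPM.

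At day 2 naive pluripotency genes had 0 of 17 tested members higher and 15 lower, also adjusted over the list alone, and a median of -3.91 relative to all genes (adjusted p = 4.04e-15, and adjusted p = 0.0371 with an estimated correlation). All 11 formative and primed genes were higher (adjusted p = 1.8e-09, and adjusted p = 0.1 with an estimated correlation). Dnmt3b rose from 53.7 ± 7.79 to 1142 ± 158 TPM and Dnmt3a to 229 ± 38.4 TPM. Tet2 fell from 41.8 ± 3.00 to 5.45 ± 1.38 TPM and Uhrf1, which recruits the maintenance methyltransferase, from 626 ± 11.8 to 275 ± 15.9 TPM. With members on both sides, the DNA methylation list itself was not called (adjusted p = 0.358). Core pluripotency genes had 5 of 11 tested members higher and 1 lower (adjusted p = 0.0174, and adjusted p = 0.614 with an estimated correlation). LIF and STAT3 targets had 0 of 10 tested members higher and 7 lower (adjusted p = 2.54e-07, and adjusted p = 0.1 with an estimated correlation). Klf4, a target of that pathway, fell from 135 ± 25.7 to 2.66 ± 0.185 TPM. Wnt targets had 1 of 10 tested members higher and 4 lower (adjusted p = 0.0207, and adjusted p = 0.608 with an estimated correlation). That call was lost with median-ratio scaling (adjusted p = 0.0647). ERK targets had 7 of 14 tested members higher and 1 lower and were not called (adjusted p = 0.0502). They were called with a pseudocount of 0.1 (0.0494), without the filter (0.00547), with median-ratio scaling (0.0359) and with rescaled TPM (0.036). They were also called without day 0 replicate 2 (0.0197) or 3 (0.0392) and without day 2 replicate 2 (0.0378) or 3 (0.0339). Germline genes had 7 of 15 tested members higher and 0 lower (adjusted p = 3.4e-04, and adjusted p = 0.511 with an estimated correlation). Taf7l rose from 0.571 ± 0.174 to 26.6 ± 5.09 TPM. Epithelial genes had 6 of 10 tested members higher and 1 lower (adjusted p = 0.00501, and adjusted p = 0.614 with an estimated correlation). The splicing factor gene Esrp1 rose from 0.965 ± 0.166 to 46.7 ± 5.15 TPM and the tight junction gene Cldn6 from 7.21 ± 3.52 to 126 ± 18.0 TPM. Fibroblast markers had 3 of 7 tested members higher and 0 lower (adjusted p = 0.0224, and adjusted p = 0.614 with an estimated correlation), and the collagenase gene Mmp2 rose from 4.997 ± 1.31 to 30.3 ± 3.58 TPM. Dcn and Tagln, at 0 and 0.499 TPM on day 0, were tested only because they rose. Lox and Acta2, at 0 and 0.0186 TPM on day 0, passed the filter through later rises. Of 13 markers 7 were tested, so the filter partly set the count. Targets of p53 had 6 of 13 tested members higher and 0 lower (adjusted p = 0.007, and adjusted p = 0.614 with an estimated correlation). Trp53inp1 rose from 105 ± 21.9 to 302 ± 32.0 TPM. Over all genes 3263 were called at day 2, 1965 higher and 1298 lower, and the median of all genes shifted by 0.13. With median-ratio scaling 1669 were higher and 1648 lower, 50.3% higher against 60.2%.

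At day 3 against day 0, Tagln and Myl9 joined the largest rises. Tagln, which encodes the actin-binding protein transgelin (ENSMUSG00000032085.5, chromosome 9, 45929619 to 45936058), rose from 0.499 ± 0.139 to 172 ± 24.5 TPM (log2 fold change 6.84, adjusted p = 2.1e-13). The myosin light chain gene Myl9 (ENSMUSG00000067818.6, chromosome 2, 156775420 to 156781658) rose from 0.725 ± 0.324 to 101 ± 3.66 TPM. Fgf5 reached 179.7 ± 7.01 TPM, Car4 217 ± 58.1 TPM and the semaphorin gene Sema6a 75.6 ± 17.5 TPM. The microRNA genes Mir302b and Mir302c rose from 3.49 ± 3.47 to 257 ± 172 TPM and from 0.785 ± 0.687 to 119 ± 84.8 TPM. Without day 3 replicate 1 their day 3 means were 159 and 71.4 TPM, and without day 0 replicate 2 the day 0 mean of Mir302b was 1.76 TPM. Reads on such short precursors are few and their TPM uncertain. Jam2, a junctional adhesion gene (ENSMUSG00000053062.16, chromosome 16, 84774123 to 84825928), fell from 163 ± 12.3 to 0.847 ± 0.271 TPM, Krt42 from 98.2 ± 9.61 to 0.346 ± 0.0605 TPM and Fam25c from 290.1 ± 32.5 to 2.73 ± 0.841 TPM. Nanog was at 142 ± 60.2 TPM, above its day 2 level and still lower than at day 0 (log2 fold change -1.98).

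Naive pluripotency genes at day 3 had 0 of 17 tested members higher and 15 lower (adjusted p = 3.77e-18, and adjusted p = 0.0194 with an estimated correlation). All 11 formative and primed genes were again higher (adjusted p = 6.55e-08, and adjusted p = 0.162 with an estimated correlation). Epithelial genes had 7 of 10 tested members higher and 0 lower (adjusted p = 7.23e-05, and adjusted p = 0.382 with an estimated correlation). Cldn7, another tight junction gene, rose from 1.92 ± 0.573 to 101 ± 15.2 TPM. Fibroblast markers had 6 of 7 tested members higher and 0 lower, Tagln among them (adjusted p = 0.00119, and adjusted p = 0.382 with an estimated correlation). Acta2, Dcn, Lox and Tagln, all below 1 TPM on day 0, were tested only because they rose. The filter thus partly set this count as well. Neuroectoderm genes had 5 of 8 tested members higher and 1 lower (adjusted p = 0.0443, and adjusted p = 0.624 with an estimated correlation). Nes, which encodes nestin, rose from 5.01 ± 0.551 to 69.3 ± 7.37 TPM and Fgf15 from 0.274 ± 0.133 to 39.2 ± 3.74 TPM, while the adhesion gene Ncam1 fell from 7.92 ± 1.64 to 1.40 ± 0.108 TPM. The neuroectoderm call was lost without day 0 replicate 1 (adjusted p = 0.0539), without day 0 replicate 3 (0.0547) and without day 3 replicate 1 (0.0575), and with a pseudocount of 0.1 (0.0549). ERK targets had 8 of 14 tested members higher and 1 lower (adjusted p = 0.0443, and adjusted p = 0.624 with an estimated correlation). That call was lost without day 0 replicate 1 (adjusted p = 0.114) and with a fit of the compared days alone (0.075). Spry4, a feedback inhibitor gene, rose from 2.01 ± 1.48 (1.16 without day 0 replicate 2) to 42.5 ± 3.79 TPM. LIF and STAT3 targets had 0 of 10 tested members higher and 7 lower (adjusted p = 1.62e-05, and adjusted p = 0.162 with an estimated correlation). In all, 4050 genes were called, 2596 higher and 1454 lower, and the median of all genes shifted by 0.19. With median-ratio scaling 2065 genes were higher and 1922 lower, so that 51.8% instead of 64.1% of the calls were higher.

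The comparison of day 4 with day 0 asked where the course ended. Wnt3, a gene of the primitive streak list, rose from 0.118 ± 0.0629 to 47.1 ± 7.87 TPM. Wnt8a (ENSMUSG00000012282.2, chromosome 18, 34542313 to 34548273) rose from 0.235 ± 0.0212 to 117 ± 10.95 TPM and Fgf8, also of the streak list (ENSMUSG00000025219.13, chromosome 19, 45736798 to 45742915), from 0.215 ± 0.143 (0.132 without day 0 replicate 2) to 114 ± 53.3 TPM. Car4 reached 399.6 ± 9.73 TPM (log2 fold change 8.60, adjusted p = 3.28e-14), Tagln 389.9 ± 68.5 TPM and Fgf5 295 ± 30.02 TPM. Car2, a cytosolic carbonic anhydrase (ENSMUSG00000027562.12, chromosome 3, 14886273 to 14900770), rose from 2.73 ± 0.694 to 431 ± 47.4 TPM. The naive factor genes Klf2 (ENSMUSG00000055148.7, chromosome 8, 72319033 to 72321656) and Esrrb fell to 1.47 ± 0.255 and 3.64 ± 0.506 TPM, and Zfp42 to 17.03 ± 1.77 TPM. Ooep, a maternal-effect gene of the egg (ENSMUSG00000032346.7, chromosome 9, 78376109 to 78378725), fell from 274 ± 29.8 to 1.71 ± 0.579 TPM, and Morc1, a transposon-silencing gene of the germline, from 119 ± 4.24 to 0.832 ± 0.0939 TPM. Nanog was at 238 ± 30.8 TPM, lower than at day 0 (log2 fold change -1.16, adjusted p = 0.00135), and Pou5f1 at 856 ± 89.4 TPM was not called.

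All 17 naive pluripotency genes were lower at day 4, over all genes tested and adjusted over the list alone (adjusted p = 6.56e-20, and adjusted p = 0.0138 with an estimated correlation), with a median of -5.27 relative to all genes. Formative and primed genes had 10 of 11 tested members higher and 0 lower (adjusted p = 1.37e-05, and adjusted p = 0.385 with an estimated correlation). Core pluripotency genes had 3 of 11 tested members higher and 3 lower (adjusted p = 0.413, not called). Tdgf1, which encodes a Nodal co-receptor, rose from 383 ± 22.9 to 1402 ± 79.8 TPM and Sox2 fell from 268 ± 27.9 to 32.7 ± 8.56 TPM. Primitive streak genes had 8 of 10 tested members higher and 1 lower, the lower gene being Cdx1 at 1.22 ± 1.02 TPM (0.648 without day 4 replicate 3). That list was not called (adjusted p = 0.0528) but was with median-ratio scaling (0.0171), without the filter (0.00195), with a fit of the compared days alone (0.0235), without day 0 replicate 2 (0.0307) and without day 4 replicate 2 (0.0148). With an estimated correlation its adjusted p was 0.679. Of 13 primitive streak genes 10 were tested, and Mesp1, Tbx6 and Lhx1 lay below the filter. Wnt3, Fgf8, Evx1 and Mixl1, with day 0 means below 1 TPM, passed the filter only through later rises. The filter thus partly set the count of 8 of 10. Epithelial genes had 8 of 10 tested members higher and 0 lower (adjusted p = 1.76e-04, and adjusted p = 0.477 with an estimated correlation). Cldn6 reached 411 ± 56.0 TPM, and the keratin genes Krt8 and Krt18 rose from 23.3 ± 7.60 to 421 ± 138 TPM and from 16.2 ± 5.26 to 352 ± 109.7 TPM. Fibroblast markers had 7 of 7 tested members higher and 0 lower (adjusted p = 0.00103, and adjusted p = 0.477 with an estimated correlation), among them the smooth muscle actin gene Acta2 with 19.2 ± 6.38 TPM. Of 13 fibroblast markers 7 were tested, and Acta2, Dcn, Lox and Tagln passed the filter only through their rise. The untested markers had day 4 means of at most 0.993 TPM (Col1a1). The filter thus partly set the count of 7 of 7. LIF and STAT3 targets had 1 of 10 tested members higher and 7 lower (adjusted p = 1.63e-05, and adjusted p = 0.246 with an estimated correlation). Germline genes, called upwards at day 1 and day 2, were called downwards at day 4 with 1 of 15 tested members higher and 6 lower (adjusted p = 6.15e-04, and adjusted p = 0.477 with an estimated correlation). Rpl10l fell from 92.8 ± 8.61 to 3.04 ± 0.294 TPM and Tex19.1 from 62.3 ± 9.78 to 1.79 ± 0.673 TPM.

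Lists of metabolic and stress genes were also called at day 4. Cholesterol synthesis genes had 14 of 18 tested members higher and 0 lower (adjusted p = 4.69e-04, and adjusted p = 0.626 with an estimated correlation). Cyp51, a sterol demethylase gene, rose from 63.0 ± 6.99 to 299 ± 82.7 TPM and Hmgcs1, which acts early in the pathway, from 123 ± 25.1 to 451 ± 118 TPM. The same list was called downwards at day 1 with no member called (adjusted p = 0.017, and adjusted p = 0.618 with an estimated correlation), which was lost without day 0 replicate 2 (adjusted p = 0.147). Upwards it was called at day 2 (adjusted p = 0.0196, and adjusted p = 0.731 with an estimated correlation), lost without day 0 replicate 1 (0.0559). At day 3 it was again called upwards (adjusted p = 0.00611, and adjusted p = 0.781 with an estimated correlation). Targets of p53 were not called at day 1 (adjusted p = 0.288) or at day 3 (2 higher and 1 lower, adjusted p = 0.407). At day 4 they had 10 of 13 tested members higher and 0 lower (adjusted p = 0.0038, and adjusted p = 0.626 with an estimated correlation). The death receptor gene Fas rose from 0.689 ± 0.242 to 7.46 ± 1.46 TPM and the apoptosis-associated gene Perp from 6.88 ± 0.758 to 188 ± 35.8 TPM. Oxidative phosphorylation genes had no called member, yet their median lay at -0.56 relative to all genes (adjusted p = 1.94e-04, and adjusted p = 0.487 with an estimated correlation). That list was also called downwards at day 3 (adjusted p = 0.00158, and adjusted p = 0.624 with an estimated correlation). At day 1 it was called downwards too (adjusted p = 0.0279, and adjusted p = 0.596 with an estimated correlation), but not without day 1 replicate 1 (0.054). At day 2 it was not called (adjusted p = 0.145), but was without day 2 replicate 3 (0.0296). Ribosomal protein genes had 0 of 83 tested members higher and 3 lower, with a median of -0.46 relative to all genes (adjusted p = 7.97e-07, and adjusted p = 0.477 with an estimated correlation). They were called downwards at day 1 as well (adjusted p = 0.00139, and adjusted p = 0.504 with an estimated correlation). At day 2 (adjusted p = 0.241, test upwards) and day 3 (adjusted p = 0.912) they were not called, although at day 2 they were without the filter (0.0322). Glycolysis genes went both ways and the list was not called (adjusted p = 0.579). The glucose transporter genes Slc2a1 and Slc2a3 rose from 160.5 ± 34.6 to 806 ± 143 TPM and from 459.6 ± 112 to 1427 ± 181 TPM. Pfkp fell from 80.6 ± 14.6 to 16.3 ± 1.72 TPM. In total 4912 genes were called at day 4, 3432 higher and 1480 lower. The median of all genes shifted by 0.26, and with median-ratio scaling 2417 genes were higher and 2083 lower, 53.7% higher against 69.9% with TPM as deposited.

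**Figure D3:**
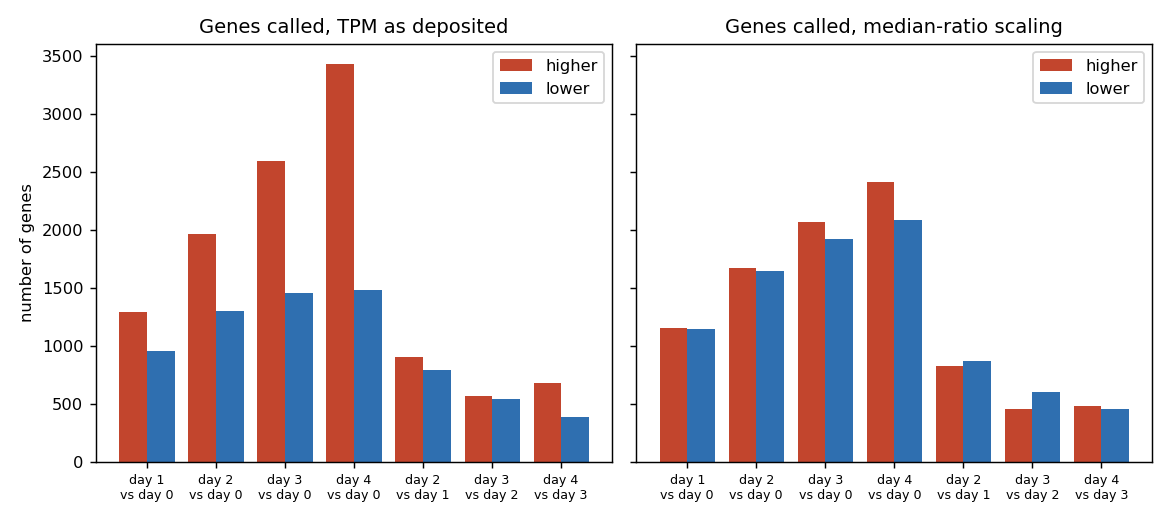
Number of genes called higher (red) and lower (blue) in each comparison of days, with TPM as deposited on the left and after median-ratio scaling on the right; bars start at 0. At day 4 against day 0, 69.9% of calls are higher on the left and 53.7% on the right.

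Comparisons of consecutive days showed when genes moved. From day 1 to day 2, Lefty1 rose from 1.73 ± 0.208 to 114 ± 30.5 TPM. The kinesin gene Kif1a rose from 0.455 ± 0.0744 to 19.8 ± 1.88 TPM and the imprinted adaptor gene Grb10 from 6.90 ± 0.258 to 82.2 ± 14.3 TPM. H2-M5 fell from 75.3 ± 8.59 to 3.32 ± 0.552 TPM and Mymx from 197 ± 17.6 to 13.98 ± 7.13 TPM. From day 2 to day 3, Tagln rose from 4.32 ± 0.0964 to 172 ± 24.5 TPM and the matrix glycoprotein gene Thbs1 from 2.76 ± 0.539 to 43.9 ± 2.76 TPM. Nanog rose from 15.5 ± 3.77 to 142 ± 60.2 TPM (log2 fold change 3.06, adjusted p = 2.23e-06). Smtnl1 fell from 54.2 ± 11.4 to 2.68 ± 0.370 TPM and the hypoxia factor gene Epas1 from 34.0 ± 7.07 to 2.55 ± 0.795 TPM. From day 3 to day 4, brachyury (T; ENSMUSG00000062327.10, chromosome 17, 8434423 to 8442496), the transcription factor of nascent mesoderm, rose from 4.56 ± 3.91 to 419 ± 93.0 TPM (log2 fold change 6.44, adjusted p = 5.48e-08). In the same step Foxa2, an endoderm regulator (ENSMUSG00000037025.11, chromosome 2, 148042877 to 148046969), rose from 0.660 ± 0.204 to 47.4 ± 28.7 TPM. The Wnt target gene Sp5 rose from 1.45 ± 2.27 to 38.5 ± 9.96 TPM and Cyp26a1, which degrades retinoic acid, from 0.220 ± 0.163 to 31.8 ± 23.3 TPM. Single libraries carried part of these means: without day 3 replicate 1 the day 3 means were 0.145 TPM for Sp5, 2.32 for brachyury and 0.127 for Cyp26a1, and without day 4 replicate 1 the day 4 means were 31.1 TPM for Foxa2 and 18.7 for Cyp26a1. Grb10 fell in this step from 75.1 ± 8.90 to 3.75 ± 1.94 TPM and Dnmt3l from 168 ± 7.12 to 15.8 ± 2.79 TPM. The first of these steps had 1694 called genes (901 higher, 793 lower). There were 1102 from day 2 to day 3 (565 higher, 537 lower) and 1067 from day 3 to day 4 (680 higher, 387 lower). Over all tested genes, libraries did not overlap for 48.4%, 38.5% and 38.4% in these steps, against 10% by chance. Median-ratio scaling gave 822 higher and 869 lower in the first step, 48.6% higher against 53.2%. In the second it gave 454 and 598, 43.2% against 51.3%, and in the last 485 and 452, 51.8% against 63.7%. Lower calls also prevailed in the first step without day 2 replicate 1 (786 higher, 839 lower). In the second step they did so without day 2 replicate 2 (556 and 635), day 2 replicate 3 (497 and 498), day 3 replicate 2 (444 and 518) or day 3 replicate 3 (562 and 596).

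Some genes peaked or dipped between day 0 and day 4. Peaks and dips were ranked by the smaller of the log2 fold changes of TPM + 1 against day 0 and day 4. Of the genes open to naming, Gadd45g had the largest peak on this measure. It was at 0.804 ± 0.103 TPM on day 0, 119 ± 18.5 on day 2 and 1.74 ± 0.933 on day 4. Dnmt3l peaked on day 1 and fell from there to 15.8 ± 2.79 TPM, and the promoter factor gene Taf7l peaked on day 2 at 26.6 ± 5.09 TPM. The Notch ligand gene Dll1 went from 0.754 ± 0.387 TPM to 28.2 ± 2.27 on day 2 and 1.72 ± 0.657 on day 4, and Cdkn1c, a cell cycle inhibitor gene, from 1.04 ± 0.127 to 27.4 ± 3.18 and 1.32 ± 0.202. On the same measure Lefty2 had the deepest dip, from 226 ± 22.3 TPM on day 0 to 1.84 ± 0.176 on day 1. It was back at 206 ± 39.9 on day 4. The hormone gene Trh dipped from 304 ± 29.2 to 12.2 ± 1.49 TPM on day 1 and reached 1263 ± 487 on day 4. The scaffold gene Ahnak dipped from 139 ± 35.4 to 6.44 ± 1.57 on day 2 and reached 131 ± 37.2 on day 4. Nanog dipped to its lowest level on day 2. By the criterion of a call against both day 0 and day 4, 701 genes were transiently higher, 423 of them most strongly on day 1, and 557 were transiently lower, 293 of them most strongly on day 1.

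**Figure D4:**
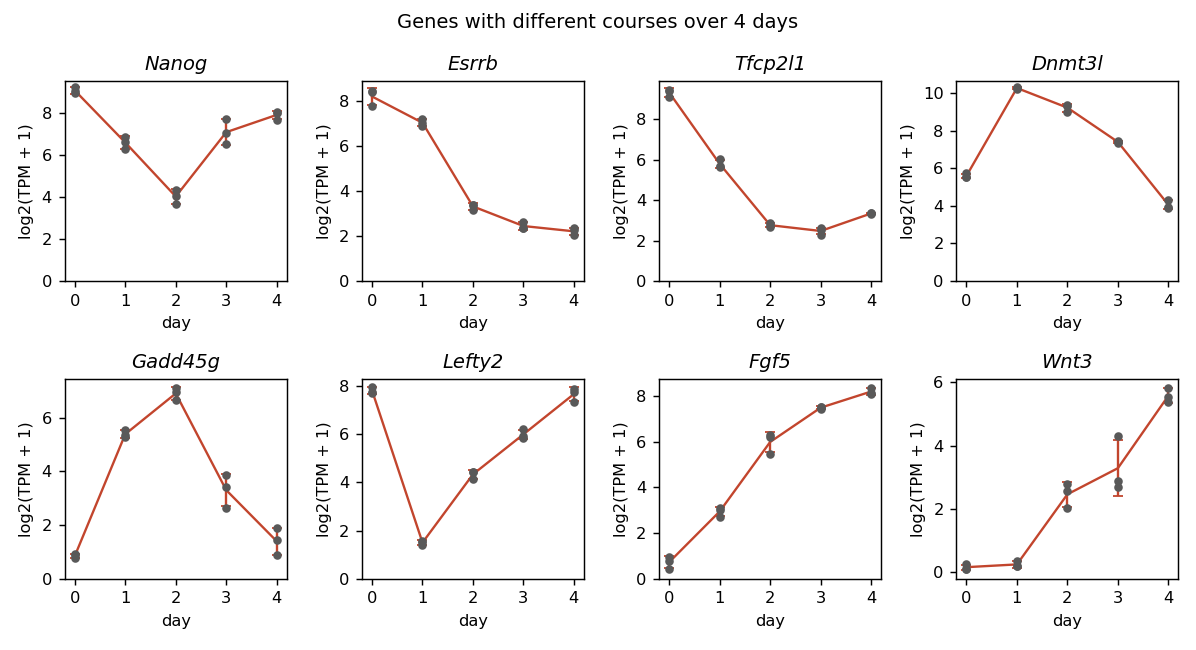
Log2(TPM + 1) of 8 genes against day of differentiation; points are the 3 libraries of a day, lines join the day means and bars give 1 SD. Esrrb and Tfcp2l1 fall, Fgf5 and Wnt3 rise, Dnmt3l and Gadd45g peak at day 1 and day 2, and Nanog and Lefty2 dip.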

Values the study reported

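The study reported that sequencing of the XO time course yielded about 50 M fragments per sample. Among the X-linked genes targeted in its activation screen, it reported 15 activators and 35 repressors of Xist.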

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

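The voom analysis on recovered reads was chosen after seeing the data, and every other setting before. The balance of higher and lower calls turned for day 2 against day 1 and day 3 against day 2 with median-ratio scaling and without certain single libraries, as given above. With a pseudocount of 0.1 the count of called genes was 3459 at day 1 against day 0, 2881 for day 2 against day 1, 1984 for day 3 against day 2 and 1851 for day 4 against day 3, and 1050 genes were transiently lower. With voom these counts were 3530, 3019, 1983, 1865 and 1161. Of the 2248 genes called at day 1 against day 0, 2223 were also called with a pseudocount of 0.1 and 2126 with voom. There the higher counts thus came mostly from added calls. A pseudocount of 1 understates changes of genes with low levels, but its part in these differences was not tested. With an estimated correlation 0, 1, 1 and 1 lists were called at days 1, 2, 3 and 4. All other total counts stayed within 1.5 times of those reported, although at day 2 against day 0 a pseudocount of 0.1 gave 3014 higher genes instead of 1965. The log2 fold change of Xist at day 4 against day 0, for which a call was out of reach with a pseudocount of 1, went from 0.08 to 0.60 with a pseudocount of 0.1, with adjusted p between 0.0809 (pseudocount 0.1) and 0.4 (without day 4 replicate 3). No value without the filter differs for Xist, since its reported value already comes from that fit. Leaving out single libraries gave ranges of 2036 to 2294, 3099 to 3380, 3915 to 4291 and 4695 to 5035 called genes for days 1 to 4 against day 0, and of 1618 to 1738, 962 to 1364 and 978 to 1139 for the later steps. Over the course they gave 7460 to 7903 genes, 641 to 777 transiently higher, 493 to 645 transiently lower, 14 to 16 of the family of 17 genes, and 0.06 to 0.10 for the log2 fold change of Xist. Called lists ranged over 14 to 16, 11 to 15, 8 to 11 and 10 to 14. Of the named genes, leaving out single libraries ended 24 calls and made 4 over all settings, and median-ratio scaling ended 11 and made 5. Whether the replicate numbers mark shared batches remains open. Deviations from the day means correlated at over 0.1 in 13 of 30 pairs with the same number (range -0.22 to 0.29). Of 15 libraries, 11 correlated best with their own number. The TPM share of small non-coding RNAs was highest in replicate 1 at days 0, 1, 3 and 4 (14.4%, 14.6%, 13.0% and 14.7%). At day 2 it was lowest there (7.57%). A batch shared by number is thus not excluded. With the number as a block the counts were 2260, 3278, 4067, 4918, 1707, 1119 and 1074 genes, and 14 of the 17 genes passed, Esx1 being lost (adjusted p = 0.0514).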

Other observations

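The tests of undifferentiated cells for Nanog, of scaling and of all histone genes for the excess of higher calls and both tests on Xist were chosen only after the result was seen. Among markers of other cell types and states, genes of 1 list often went in both directions. Zscan4a, a gene of the 2-cell-like state, rose from 0.172 ± 0.0644 TPM at day 0 to 2.04 ± 0.323 at day 2 and Zscan4d from 0.146 ± 0.0800 to 2.92 ± 0.996. At day 4 Zscan4a measured 0.110 ± 0.0948 TPM (0.0562 without replicate 3). Of the 11 members of that list 3 passed the filter, and all 3 were called higher at day 2. Zscan4a had a mean above 1 TPM on day 2 alone. The rise thus helped to decide which members were tested, and the count of 3 carries little weight. Reads shared between these near-identical genes also make single members uncertain. All members below the filter also had higher means at day 2 than at day 0, at low levels and untested. At day 2 these ranged from Zfp352 (0.0846 TPM at day 0, 0.223 at day 2) to Zscan4f (0.0229 and 1.01 TPM). The primitive endoderm list had 5 of 8 tested members higher and 1 lower at day 4 and was not called (adjusted p = 0.235). Foxa2 and Col4a2 were among the higher members, Col4a2 rising from 1.34 ± 0.0704 to 15.0 ± 3.73 TPM. The lower member was the laminin gene Lama1, which fell from 63.5 ± 10.8 to 2.88 ± 0.652 TPM. In the trophoblast list Krt8 and Krt18 rose and Tfap2c fell from 19.7 ± 3.42 to 2.15 ± 0.243 TPM (list adjusted p = 0.754). Peg10, an imprinted retroelement gene of that list, rose from 33.0 ± 6.91 to 289.9 ± 36.9 TPM at day 1. Mesoderm genes had 3 of 6 tested members higher and 1 lower at day 4 (adjusted p = 0.619), with Twist1 rising from 1.07 ± 0.380 to 16.9 ± 3.20 TPM and Bmp4 falling from 15.9 ± 2.302 to 4.72 ± 1.32 TPM. Of the Hox genes, Hoxd1 rose from 0.108 ± 0.0381 to 2.28 ± 0.351 TPM at day 4.

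Other lists were less uniform. Neuroectoderm genes at day 4 had 5 of 8 tested members higher and 1 lower (adjusted p = 0.323), and Sox11 rose from 2.83 ± 0.530 to 31.7 ± 4.62 TPM. Mesenchymal genes had 5 of 8 tested members higher and 3 lower, with Cdh2 rising from 2.14 ± 0.635 to 9.37 ± 1.87 TPM and Zeb1 falling from 8.38 ± 0.484 to 0.602 ± 0.125 TPM (adjusted p = 0.996). Cell cycle genes had no called member at day 4 (adjusted p = 0.433). Of the control genes B2m, which serves antigen presentation, fell from 48.4 ± 17.7 to 15.1 ± 1.75 TPM at day 1 and rose to 233 ± 26.3 at day 4, and the list was not called (adjusted p = 0.413). X-linked genes had 85 of 675 tested members higher and 21 lower at day 1 (adjusted p = 0.0438, and adjusted p = 0.618 with an estimated correlation), a call lost without day 0 replicate 3 (adjusted p = 0.0773), without the filter (0.085) and with TPM rescaled without mitochondrial, histone and small non-coding genes (0.0677), and 200 higher and 53 lower at day 4 (adjusted p = 0.211, not called). At day 2, with 141 higher and 41 lower, the X-linked list was not called (adjusted p = 0.0658), nor at day 3 with 171 and 53 (adjusted p = 0.104). It was called at day 2 with median-ratio scaling (0.0405) and without day 0 replicate 2 (0.0466), day 2 replicate 1 (0.0452) or day 2 replicate 3 (0.0301). Mitochondrially encoded genes were called downwards at day 1 (adjusted p = 0.0109, and adjusted p = 0.504 with an estimated correlation) and at day 2 (adjusted p = 0.0153, and adjusted p = 0.614 with an estimated correlation), the latter lost with median-ratio scaling (0.0659). At day 3 they were not called (adjusted p = 0.0879), but were without day 0 replicate 3 (0.0415) and without day 3 replicate 3 (0.0119). Over all genes 3 and 4 members were lower at days 1 and 2, and 1 and 2 adjusted over the list alone. Small non-coding RNAs were called downwards at day 4 (adjusted p = 0.0101, and adjusted p = 0.692 with an estimated correlation), with 6 members higher and 1 lower over all genes and 3 and 1 adjusted over the list alone. That call was lost without day 4 replicate 3 (0.0745) and with median-ratio scaling (0.128). They were not called at day 1 (adjusted p = 0.0798), but were with a fit of the compared days alone (0.0214) and without day 0 replicate 1 (0.0401), day 0 replicate 3 (0.0363) or day 1 replicate 1 (0.026). At day 3 they were called only without day 3 replicate 1 (0.00342, against 0.0879). Histone genes were not called on any day (adjusted p = 0.579 at day 4). Wnt targets at day 4 were not called (adjusted p = 0.478), and ERK targets at day 4 had 8 of 14 tested members higher and 0 lower (adjusted p = 0.0612, not called). The ERK list was called at day 4 without the filter (0.00354), with median-ratio scaling (0.0212), without day 0 replicate 2 (0.0255), without day 0 replicate 3 (0.0383) and without day 4 replicate 2 (0.0355). In 14 list tests that were not called, the median, the mean and the test differed in sign, as for Wnt targets at day 4 (median 0.28 and mean -0.80 relative to all genes, test downwards) and mesenchymal genes at day 4 (median 1.17, mean -0.04, test downwards). In the 48 called list tests all 3 had the same sign.

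Nanog was low at day 2, at 2.91% of its day 0 mean, and stood at 44.8% of it at day 4. A return of undifferentiated cells would bring back the other naive genes alike, but the 14 others called lower at day 2 had a median of 1.457% of their day 0 mean at day 4, and none exceeded 20.8%. Scaling does not account for it either, since the log2 fold change of Nanog at day 4 against day 2 was 3.88 (SE 0.26) with TPM as deposited and 3.669 (SE 0.28) with median-ratio scaling. No other biological explanation was tested, and bulk RNA does not show in which cells Nanog was expressed at day 4.

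At day 4, 69.9% of called genes were higher than at day 0. This was not due to a different share of mitochondrial, small non-coding or histone RNA in the TPM, since 68.87% of calls were higher without mitochondrial and small non-coding RNAs and the 9 histone genes under older symbols, and 68.48% without all 112 histone genes as well. Nor was it limited to genes of low level, as 70.98% of the 2774 called genes with a mean of at least 5 TPM were higher. With median-ratio scaling the share was 53.71%, but that scaling centres the genes (median log2 fold change -0.07) and so draws the share towards 50% whatever the cause. Whether the scaling of libraries or more RNA of many genes per cell lies behind the excess remains open without an external standard.

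Xist was higher at day 2 than at day 0 or day 4. Reads of Tsix miscounted as Xist would keep their ratio, but Xist reads were 1.02% of Tsix reads at day 0 and 33.3% at day 2, a ratio 32.77 times higher. A small share of cells with 2 X chromosomes could raise Xist in such a culture, and these would be likely to keep it. The mean at day 4 was 16.45% of that at day 2, which does not decide the matter because such cells might also have been lost. Per the study's methods, TX1072 cells have a promoter that responds to doxycycline before Xist on the B6 X chromosome. The XO line has that chromosome, so the only Xist copy measured here has a modified promoter. Its effect on these levels, and whether the day 2 level reflects brief transcription from the single X chromosome, were not tested.

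With 3 libraries against 3 there are 10 splits, too few for a share below 0.05. At day 1 against day 0 the real split called 2248 genes, the highest of the others 1, and at least as many were called in 1 of 10. For days 2, 3 and 4 against day 0 it called 3263, 4050 and 4912, the highest others being 0, 0 and 1, and for the later steps 1694, 1102 and 1067, the highest others being 1, 2 and 3. For lists, 2 of 10 splits called as many as the real 15 at day 1 (highest other 17), 1 the real 12 at day 2 (9), 2 the real 10 at day 3 (12) and 2 the real 11 at day 4 (11). Of 100 random splits of the 15 libraries into 5 groups, 1, the real one, gave 7697 genes over the course (highest other 3953). As many transiently higher genes came from 3 splits (701, highest other 1808) and as many transiently lower ones from 2 (557, highest other 629). Each of these shares of splits lies below 0.05. Because the days differ strongly, such splits test for any difference between days and not for peaks or dips as such. Why some splits gave more transient genes than the real days was not tested.

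The median number of reads assigned to genes here was 32706087 per library. That is lower than the number of sequenced fragments quoted from the study above, which is a different measure. Sequenced fragments also include those outside exons and those lost in alignment or in the filter on pairing and mapping quality. They include those of the 1053 genes without recovered reads as well.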
